# Effects of repetitive Iodine thyroid blocking on the foetal brain and thyroid in rats: a systems biology approach

**DOI:** 10.1038/s41598-020-67564-8

**Published:** 2020-07-02

**Authors:** David P. A. Cohen, Mohamed Amine Benadjaoud, Phillipe Lestaevel, Dalila Lebsir, Marc Benderitter, Maâmar Souidi

**Keywords:** Machine learning, Microarrays, Statistical methods, Developmental neurogenesis, Biochemical networks

## Abstract

A single administration of an iodine thyroid blocking agent is usually sufficient to protect thyroid from radioactive iodine and prevent thyroid cancer. Repeated administration of stable iodine (rKI) may be necessary during prolonged or repeated exposure to radioactive iodine. We previously showed that rKI for eight days offers protection without toxic effects in adult rats. However, the effect of rKI administration in the developing foetus is unknown, especially on brain development, although a correlation between impaired maternal thyroid status and a decrease in intelligence quotient of the progeny has been observed. This study revealed distinct gene expression profiles between the progeny of rats receiving either rKI or saline during pregnancy. To understand the implication of these differentially expressed (DE) genes, a systems biology approach was used to construct networks for each organ using three different techniques: Bayesian statistics, sPLS-DA and manual construction of a Process Descriptive (PD) network. The PD network showed DE genes from both organs participating in the same cellular processes that affect mitophagy and neuronal outgrowth. This work may help to evaluate the doctrine for using rKI in case of repetitive or prolonged exposure to radioactive particles upon nuclear accidents.

## Introduction

During a nuclear emergency, large amounts of radioactive particles may be released and may contaminate the environment and populations. Isotopes present in the atmospheric discharges include radioactive iodine-131. To prevent health consequences, one of the main protective methods is the Iodine Thyroid Blocking (ITB) agent which aims to saturate the thyroid gland with non-radioactive iodine and thus avoiding the fixation of radioactive iodine (Wolff-Chaikoff effect)^1^.

However, the recent 2011 Fukushima Daiichi disaster suggested that the World Health Organization’s “ITB guidelines”^2^ that so far supported a single intake of 130 mg potassium iodide (KI) tablet for individuals older than 12 years, cannot adequately protect populations in case of prolonged (beyond 24 h) or repeated exposure. In such situations, a second intake of stable iodine is possible, although the “ITB guidelines” so far give no indication on how to implement such repeated administration of KI^2,3^. Therefore, more knowledge about repetitive stable iodine administration is essential to prevent the side effects of repeated ITB on specific sensitive sub-populations such as pregnant women, foetusses, and elderly^3^.

Recently, preclinical data, obtained by our group, have showed that repeated ITB procedure with a daily administration of 1 mg/kg/day^4,5^ for eight days of KI does not induce adverse outcome (AO) in adult rats^6,7^. However, for higher risk groups such as pregnant women and unborn children, a negative impact may be expected, such as hypothyroidism and related CNS impairment, decrease in TSH and T_4_-thyroid hormone, and change in behaviour^8–12^. Repeated ITB administration for eight consecutive days in gestational rats, as a model for pregnant women, led to AO effects, such as changes in expression of thyroid hormone-responsive genes in the brain and motor coordination, in the offspring^8,13^. Here, we hypothesized that transient hypothyroidism caused by the dose regimen for repeated ITB in pregnant rats^8^, results in congenital hypothyroidism in the foetus and consequently to neurotoxicity.

In this study, a gestational Wistar rat model has been subjected to repetitive KI administration for eight days during the period of brain and thyroid development of the foetus. A systems biology approach was used to identify a putative molecular mechanism that could explain the effect of the iodine thyroid blocking agent KI on the thyroid and brain cortex. Two groups consisting of pregnant rats received either KI or saline solution for eight days starting at nineth gestational day until the 17^th^ gestational day. To associate genes with the AO impacting the Central Nervous system (CNS) previously observed by Lebsir and colleagues^8^, transcriptomics was applied to identify differentially expressed (DE) genes in the thyroid and the cortex in the progeny of the rats belonging to either the KI-treated or the control (saline-treated) group, 51 days post-natal (Fig. 1). In contrast to the study of Lebsir and colleagues in which targeted genes were considered^8^, this study proposes a large-scale gene screening in order to explore, in a more exhaustive manner, putative mechanistic interactions between genes of the cortex and thyroid. From these DE genes, correlations between them were inferred using two different statistical methods. In addition, to determine a putative mode of action, a Process Descriptive (PD) diagram has been constructed using the identified DE genes and their correlation data enriched with data obtained from the PubMed database. The PD diagram represents molecular mechanisms^14^ and identifies genes belonging to key events that may be associated with the AO. In addition, identification of causal relationships between genes from the thyroid and the cortex was explored.

**Figure 1:**
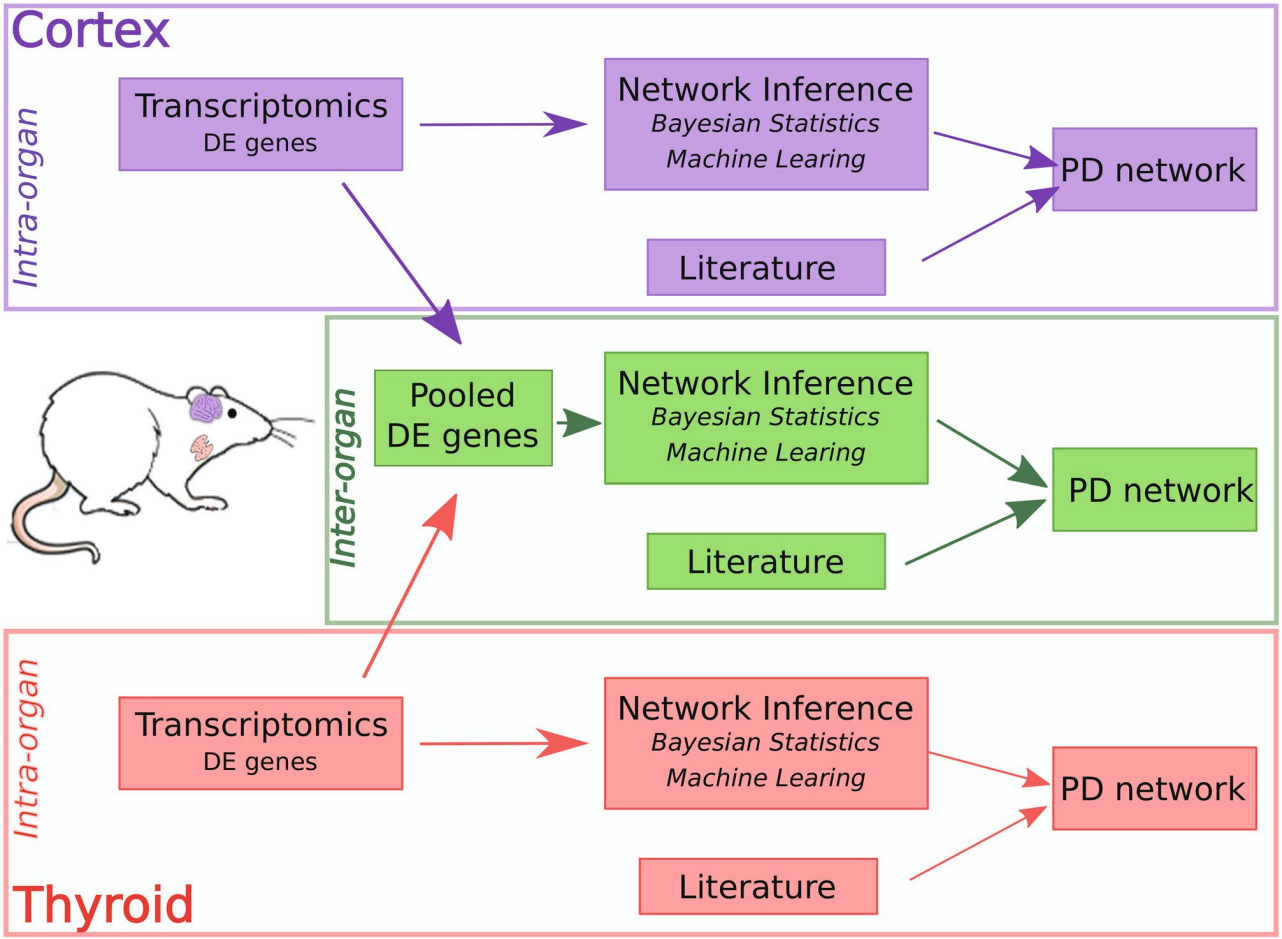
A diagram depicting the workflow that has been followed in this study. Two groups consisting of pregnant rats received either KI or saline solution for eight days starting at nineth gestational day until the 17th gestational day. Transcriptomics was performed on tissue from the cortex (brain) and the thyroid from the progeny, 51 days after birth. After analysis of differentially expressed (DE) genes networks are statistically inferred using either the ShrinkNet R-package or Machine Learning method using the MixOmics R-package. Based on both networks, a process descriptive (PD) network is manually constructed using literature and the above-mentioned networks, to elucidate putative molecular mechanisms that are associated with the AO of the CNS of the progeny during repetitive administration of KI by pregnant mother rats. This procedure has been performed for each organ (thyroid and cortex; boxes labelled intra-organ) and for inter-organ for which DE genes from both organs have been pooled together and subsequently the same procedure has been performed on the pooled genes.

## Results

### Gene expression profile for the thyroid and cortex

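The thyroid was measured on 13 one-colour microarrays, each hybridised with Cy-3 labelled RNA from the thyroid of 1 male Wistar rat, with 6 rats from the KI-treated group and 7 from the control group. The methods give 13 animals in each group, and the heat map of Fig. 2A has columns for 7 control and 6 KI-treated animals. The pregnant rats had received 1 mg/kg/day of KI or saline by gavage for 8 days from gestational day 9, until day 16 according to the methods or day 17 according to the introduction. The thyroids were collected 30 days after weaning. The paper's text does not name the litter of each animal, so the animals were treated as independent. The arrays of the cortex were not analysed here. Each array held 62976 features, among them 58717 spots for genes with 45598 different probes. The authors' scanner files give the fluorescence intensity of each spot after background subtraction and detrending by the Agilent Feature Extraction software, without normalization between arrays. The authors also deposited log2 values that follow the median spot signal of each array closely in rank, but the paper's text does not name their normalization. Between 36398 and 41050 gene spots were well above background on the arrays of the KI-treated group (median 38737.5) and between 34840 and 40683 on those of the control group (median 37590). No gene spot was saturated. From these files, log2 of the processed signal minus the 75th percentile of its array was taken, spots of one probe were averaged, and outlier-flagged spots were left out. The 25717 probes well above background on at least 6 of the 13 arrays were tested with limma and Benjamini-Hochberg adjustment. Expression levels are therefore log2 values relative to the 75th percentile of the array, and a log2 fold change is the KI-treated group minus the control group. A gene with several probes was represented by its brightest probe over all 13 arrays. P-values of single genes come from an exact two-sided permutation test over all splits of the 13 arrays into 6 and 7. The number of arrays limits the precision. On simulated arrays of the same size with 200 of 25650 probes changed, the limma test recovered 3 of the changed probes (1.5%) at a log2 change of 0.5, 131 (65.5%) at 1 and 190 (95%) at 2. The simulated noise was independent between probes and had the same spread on all arrays. The real arrays differed in quality, so these rates may not hold for them. The arrays lay on 6 slides scanned in 3 sessions, and every slide except that of control 7 held both groups.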

Gene expression analysis was performed on brain cortex and thyroid of the progeny from the two groups of pregnant rats, (KI-treated group and control group (saline-treated), respectively, 51 days post-natal. Compared to the saline-treated group, 60 and 94 genes were found to be differently expressed for the thyroid and cortex from the KI-treated group, respectively (t-test, Q-value < 0.05) (Fig. 2). 

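In the thyroid, 0 of the 25717 probes tested passed the 0.05 threshold in limma after Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.257. Without adjustment 3271 probes (12.7%) passed 0.05, where an even spread of p-values would give 1286. Of these, 1469 were higher and 1802 lower in the KI-treated group. Quantile normalization gave 1825 higher and 1455 lower, and normexp background correction with the 75th percentile gave 1166 higher and 3427 lower, both with 0 probes past the threshold after adjustment. The t-test that the paper's results name, where its methods name limma, also gave 0 probes after adjustment and 3142 before it. Among the alternatives planned, weighting the arrays by their quality in limma moved the count most, to 50 probes, of which 2 were higher and 48 lower in the KI-treated group. The 10 probes with the smallest p were all lower in the KI-treated group and belonged to Spag6, Wipf2, LOC103690985, LOC103693801, Slc24a2, LOC102552149, LOC100360821, CR467335, LOC102549007 and Olr1262. Spag6 had a log2 fold change of -1.20 (standard error 0.19, adjusted p = 0.257 in limma), with control 1 far below the other controls. Without control 1, Spag6 was the 1 probe past the threshold (adjusted p = 0.0266 in limma). LOC103690985 had a log2 fold change of -1.37 (standard error 0.23, adjusted p = 0.257 in limma) and was the 1 probe past the threshold without control 2, which lay far below the other controls (adjusted p = 0.000873 in limma). The table of thyroid genes in Supplementary file 5 was read with 59 rows, against the 60 genes of the text, and holds 58 gene symbols. Its adjusted p-values, which are the paper's, lie above 0.05 in 9 rows and reach 0.0546. Of the 58 genes, 54 changed in the published direction on these arrays, 47 passed 0.05 before adjustment and 0 passed it over all probes tested, or 13 with array weights. Adjusted over the list alone, 46 passed 0.05, which is not independent evidence because the list was chosen on the same animals.

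**Figure D1:**
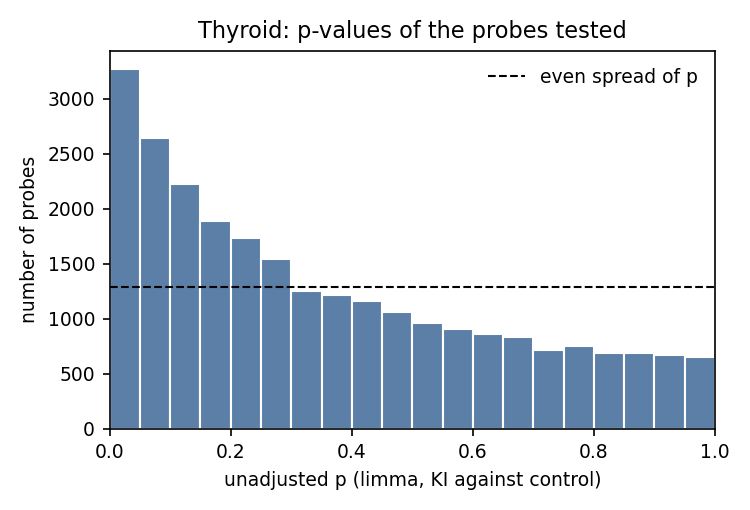
Number of probes (vertical axis) in 20 equal bins of the unadjusted limma p-value (horizontal axis) for the 25717 thyroid probes tested, 6 KI-treated against 7 control animals. The dashed line marks the 1286 probes per bin of an even spread, and the lowest bin holds 3271 probes.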

A number of biological functions associated with these genes have been retrieved by querying the DAVID database^15^, including site-specific DNA binding, ATP binding, and transcription for the thyroid (Fig. 2A right-hand panel and Supplementary data Table 1), and transcription regulation, DNA, RNA and ATP binding, nucleotide binding and neurogenesis for the cortex (Fig. 2B right-hand panel and Supplementary data Table 2). These lists of transcripts were used to construct a network to attempt finding a molecular mechanism that describes the effect of KI on thyroid and/or cortex.

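The paper's DAVID table lists 6 thyroid genes under ATP binding. The DAVID query was not repeated here. Of the 6, Clp1, Wnk4, Taok3 and Cdkl3 were under-expressed in the KI-treated group, and Sucla2 and Hspa9 were over-expressed. Wnk4 had a log2 fold change of -0.86 (standard error 0.26, exact permutation p = 0.0152). Of its other probes, one had 0.90 and was well above background on 9 of 13 arrays, which limits its value, and the other, well above background on 3 arrays, was not tested. Cdkl3 followed with -0.73 (standard error 0.23, exact permutation p = 0.0163), and its 3 other probes had between -0.28 and -0.08. Clp1 had -0.37 (standard error 0.12, exact permutation p = 0.0035) and Sucla2 0.31 (standard error 0.11, exact permutation p = 0.00758). The change of 0.09 in Hspa9 was smaller than its standard error of 0.14 (exact permutation p = 0.484). No probe of these genes passed the threshold in limma after adjustment over all probes, except the brightest Cdkl3 probe with array weights.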

**Figure 2:**
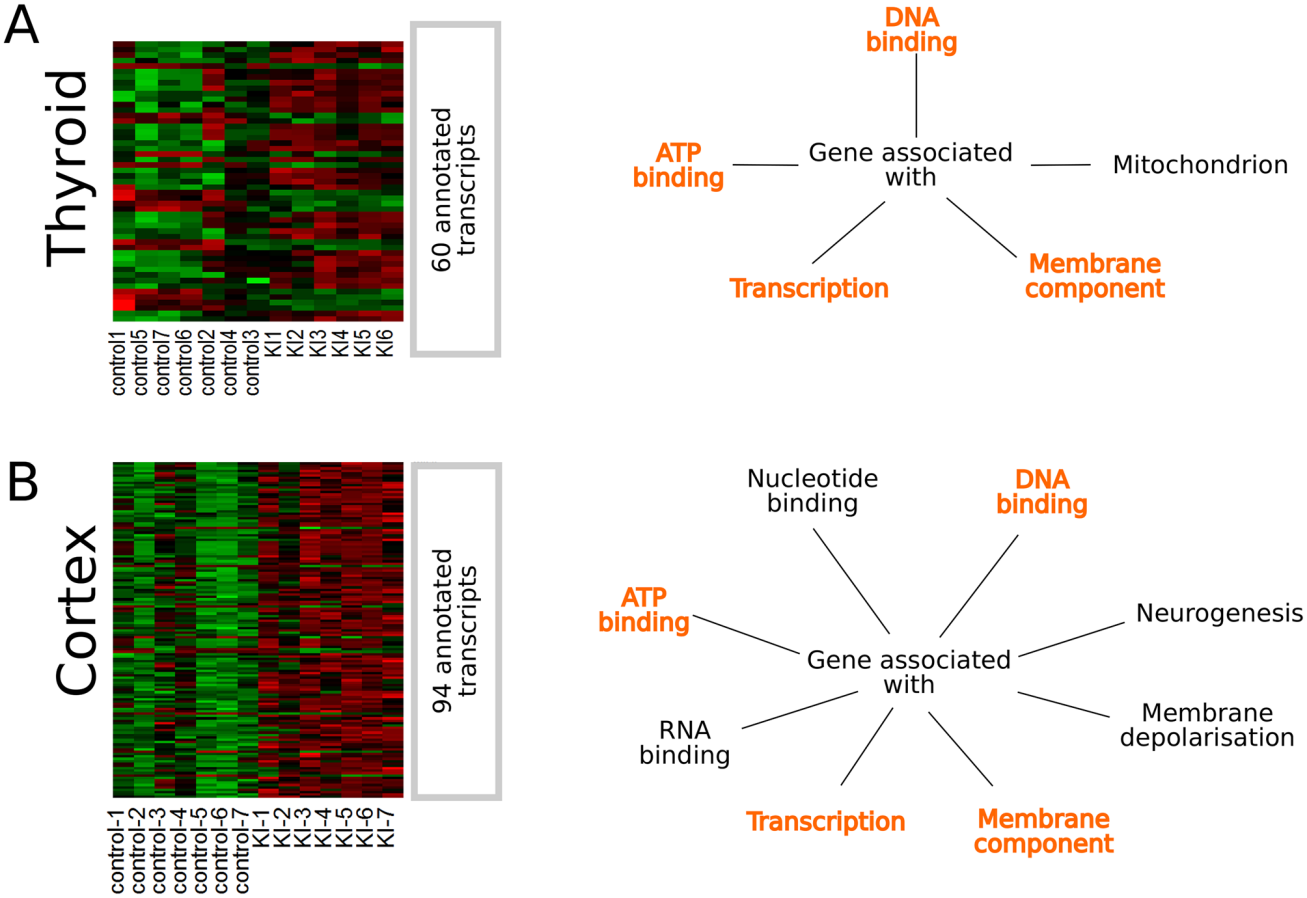
Heat map of significant differentially expressed (DE) genes and their associated function or cellular localisation isolated from progeny rats after 30 days of weaning in the thyroid (**A**) and the cortex (**B**). The progeny has been divided into two groups; one group exposed *in* utero to KI treatment while the control group was not exposed to KI i*n utero.* (**A**) shows a heat map of DE genes and some of their associated function and cellular localisation of genes obtained from the thyroid. (**B**) shows a heat map of DE genes and some of their associated function and cellular localisation of genes obtained from the cortex. The orange font indicates common associated functions both present in the thyroid and the cortex.

### Network inference for the thyroid upon repetitive KI treatment

Bayesian statistics showed that the 60 genes from the thyroid could be connected into one network that consists of four major sub-networks. In these sub-networks, there are few genes (nodes) that are connected to multiple other nodes in contrast to many nodes that connect only to a few (two other) nodes (Fig. 3A). This inferred network contained indications for constructing a PD network, such as which proteins or genes might interact with other molecules, and how many different (un-related) processes might be present.

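The ShrinkNet network was not rebuilt here. Pairs of the published thyroid genes were instead tested for correlation across the 13 arrays after subtraction of each group's mean. Among the 1653 pairs of 58 genes, 302 passed 0.05 in a permutation test of Pearson's r with 100000 permutations within groups, and 60 passed it after Benjamini-Hochberg adjustment over the pairs. Of the 60 pairs, 51 were positively correlated. They joined 37 of the 58 genes, and no gene belonged to more than 8 pairs. When the group means were not subtracted, 606 pairs passed the threshold. Subtracting slide means first gave 369 pairs, although the permutations do not allow for that subtraction, and quantile normalization gave 19. With each animal left out in turn, between 29 pairs (without control 5) and 59 pairs passed.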

**Figure 3:**
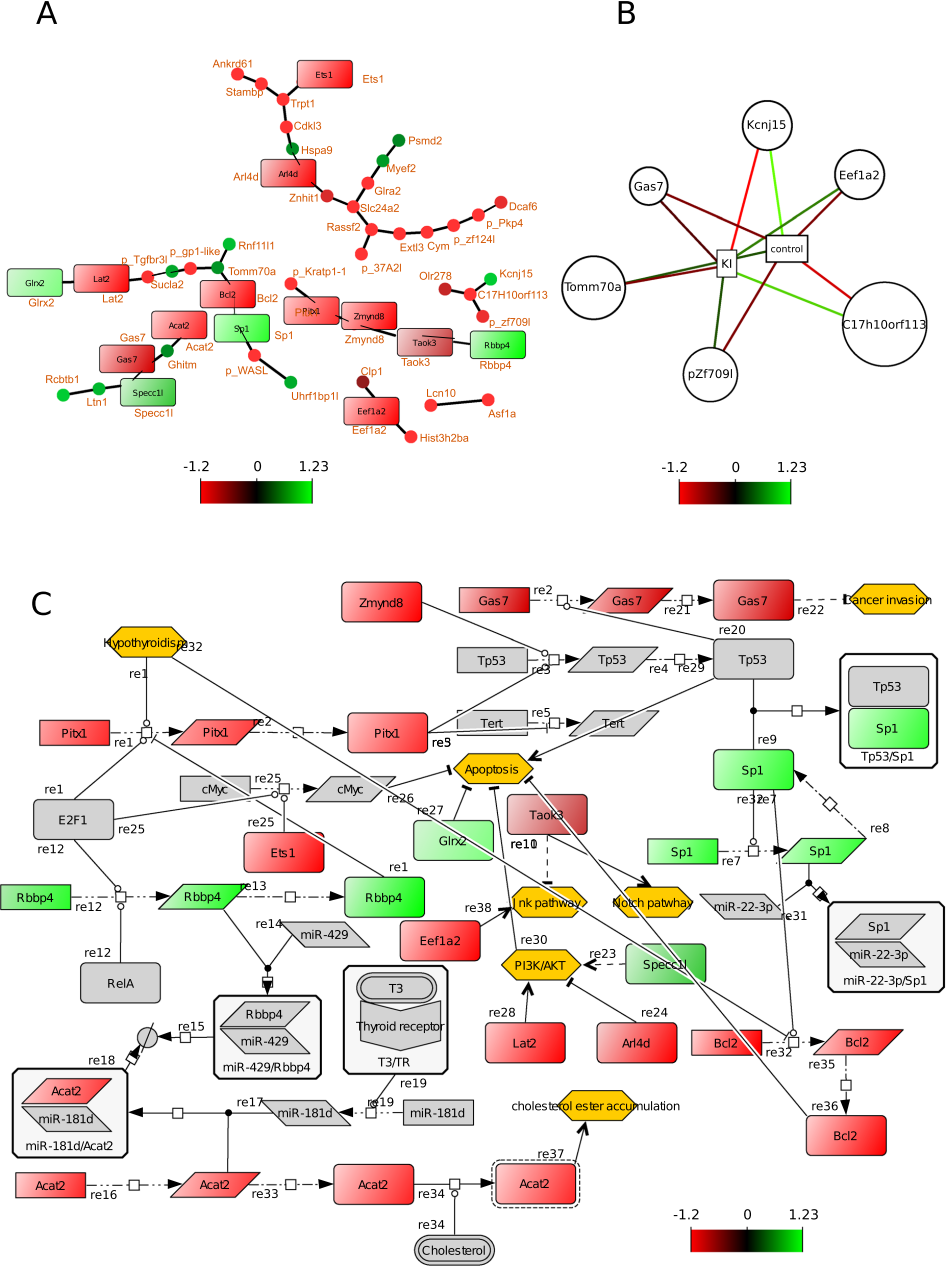
Selected diagrams show correlations between genes from the thyroid. The colour of the nodes indicates up- or down-regulation. Ochre coloured hexagons show phenotypes/biological processes that are modulated by the network. (**A**) shows a undirected network of DE genes using Bayesian simultaneous-equation model with global–local shrinkage ^53^. The nodes (closed circles and squares) represent genes and edges represent correlation between genes. The square nodes are genes that can be found in the process descriptive network as well (**C**). (**B**) shows the results of sPLS-DA: genes that contribute most to either the control group or the KI exposed group, respectively. These genes will be used as a starting point for constructing the PD network (**C**). (**C**) shows a process descriptive network that represents molecular mechanism^14^. Squares that are colour coded shows the fold changes of DE genes. The grey shapes are molecules obtained from published articles. All edges have been previously described in the literature.

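sPLS-DA is a supervised method that keeps a set number of genes whose weighted sum separates given groups. It was run here with mixOmics on the 58 genes of the published list, with 1 component and 6 genes kept. It kept Slc24a2, LOC102549007, LOC102549817, Kcnj15, Bcl2 and 1 transcript listed only by its identifier, of which Kcnj15 was higher in the KI-treated group and the others lower. In leave-one-out cross-validation 4 of the 13 arrays were assigned to the wrong group. This number was 2 after quantile normalization, 2 with 15 genes kept, a number chosen here for its low error (1 to 20 genes kept gave 7 to 2 errors), and 7 when all probes tested were entered in place of the list. It was 0 of 12 without control 6 and 5 of 12 without control 4. The list had been chosen on the same arrays, so the top 60 probes were also chosen anew by limma in each round without the left-out array. In that case 5 of the 13 arrays were assigned to the wrong group.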

Genes used for constructing the PD network were prioritised by applying the sPLS-DA method to obtain genes that contributed the most to the difference in phenotypes (control and KI exposed groups). Notably, all genes selected by sPLS-DA except for *tomm70a* and *kcnj15* were under-expressed in the KI-exposed group (Fig. 3B). 

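Gas7 was 2.05 ± 0.10 (SD, n = 6) in the KI-treated group and 2.55 ± 0.32 (SD, n = 7) in the control group. Its log2 fold change was -0.50 (standard error 0.14, exact permutation p = 0.00117). Eef1a2 was 1.04 ± 0.18 (SD, n = 6) against 1.61 ± 0.29 (SD, n = 7), with a log2 fold change of -0.57 (standard error 0.14, exact permutation p = 0.0035). C17H10orf113 showed the largest change of these genes, from -0.92 ± 0.50 (SD, n = 7) in the control group to -2.11 ± 0.47 (SD, n = 6) in the KI-treated group, a log2 fold change of -1.19 (standard error 0.25, exact permutation p = 0.00117). Kcnj15 was over-expressed, at 1.97 ± 0.14 (SD, n = 6) against 1.47 ± 0.22 (SD, n = 7), with a log2 fold change of 0.50 (standard error 0.12, exact permutation p = 0.00175) and 0.70 at a dimmer probe that was well above background on 10 of 13 arrays. Tomm70a was 2.16 ± 0.12 (SD, n = 6) against 2.22 ± 0.26 (SD, n = 7), and its log2 fold change of -0.06 was smaller than its standard error of 0.13 (exact permutation p = 0.633). Over all probes tested the adjusted p-values of these 5 genes in limma lay between 0.342 and 0.813. With array weights, Kcnj15 and C17H10orf113 passed the 0.05 threshold. The gene written pzf709l was not matched to a symbol on the array and is not analysed here.

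**Figure D2:**
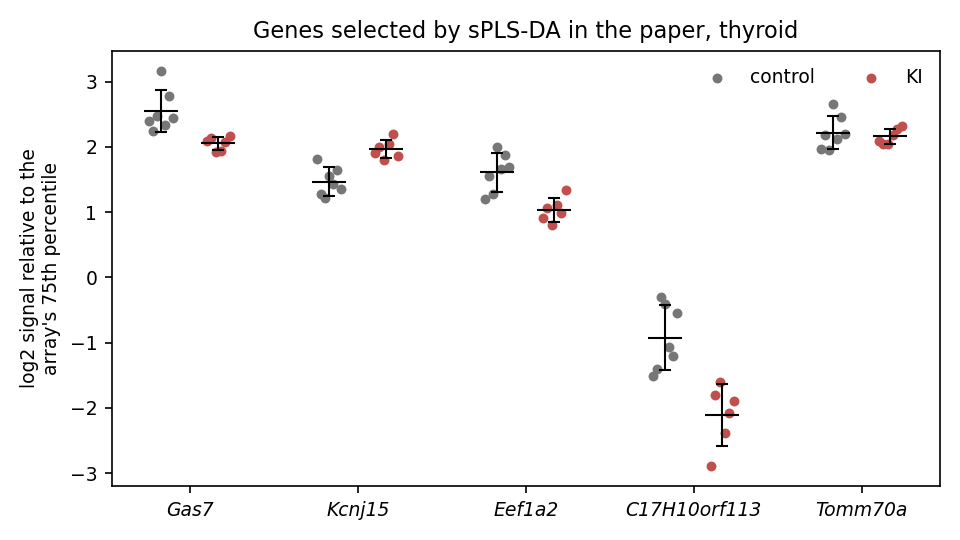
Expression of 5 genes in the thyroid, as log2 signal relative to the 75th percentile of the array (vertical axis). Each point is 1 animal (7 control, 6 KI-treated), and the bars give the mean ± SD. The groups of Gas7 differ by -0.50, while those of Tomm70a overlap.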

The combination of the results of Bayesian statistics and sPLS-DA was used as input for constructing the PD network. For example, the gene *gas7* was identified using sPLS-DA as a contributor that distinguishes the control and treated groups. This gene was used as a starting point for creating the PD network. 

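On the brightest of the 2 Gas7 probes, the KI-treated animals lay between 1.92 and 2.17 and the control animals between 2.25 and 3.17, so that the groups did not overlap. The highest value was that of control 4. The other Gas7 probe, well above background on all 13 arrays too, showed a log2 fold change of 0.02. Over the processing alternatives the log2 fold change of the brightest probe stayed between -0.53 and -0.36, and with each animal left out in turn between -0.55 and -0.40.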

Database search in PubMed linked this gene or its corresponding protein to p53 and cancer invasion. The former was linked to SP1 whose gene was found in the inferred Bayesian network. Systematically all genes that have been identified by sPLS-DA (*gas7, kcnj15, eef1a2, c17h10orf113, pzf709l,* and *tomm70a*) were used as key words for PubMed database search.

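With all 58 genes of the published list ranked by their weight in sPLS-DA, Kcnj15 was at position 5, C17H10orf113 at 13, Eef1a2 at 17, Gas7 at 23 and Tomm70a at 57. Each gene entered with its brightest probe only. The position of Tomm70a is therefore that of the probe with a log2 fold change of -0.06. Another Tomm70a probe, well above background on all 13 arrays, had 0.31 and was not entered. After quantile normalization the 6 genes kept were Ghitm, Kcnj15, LOC102549007, Gas7, Gabbr1 and Eef1a2, of which 3 are among those the paper lists.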

The PD network contained 45 chemical species including genes, proteins, RNAs, anti-sense RNA molecules and 37 edges that have been annotated with references to the original scientific articles (Fig. 3C). The annotations can be found back in the “reaction notes” using the CellDesigner software. The network was based on 24 unique articles retrieved from the PubMed database. The PD network displayed genes and their corresponding proteins (coloured-code boxes) associated with functions including ATP and DNA-binding, transcription, as well as cellular locations such as cell membrane and mitochondrion (Fig. 2A). The grey-coloured molecules including genes and proteins were retrieved from the literature and formed together with the DE genes and their products a biochemical reaction network that represented molecular mechanisms in the thyroid. Gene expression data was applied (colour coded genes and their products) to this network which allowed better understanding of the effect of KI on gene expression in the network. 

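Lat2 was -2.81 ± 0.29 (SD, n = 6) in the KI-treated group and -2.20 ± 0.39 (SD, n = 7) in the control group, a log2 fold change of -0.61 (standard error 0.19, exact permutation p = 0.0111). A second, dimmer Lat2 probe, well above background on 7 of 13 arrays, had -0.26. Arl4d was -0.70 ± 0.39 (SD, n = 6) against -0.05 ± 0.57 (SD, n = 7), a log2 fold change of -0.65 (standard error 0.25, exact permutation p = 0.0396). Taok2 was -1.96 ± 0.49 (SD, n = 6) against -2.43 ± 0.77 (SD, n = 7), and its log2 fold change of 0.47 (standard error 0.33) was within the spread between animals (exact permutation p = 0.225), and it fell to 0.13 with normexp and the 75th percentile and to 0.24 without control 4. Fig. 3C and Supplementary file 5 hold the related gene Taok3. It was -1.02 ± 0.13 (SD, n = 6) against -0.58 ± 0.23 (SD, n = 7), a log2 fold change of -0.44 (standard error 0.12, exact permutation p = 0.0035). The adjusted p-values of the 4 genes over all probes tested in limma lay between 0.342 and 0.493. Eef1a2, described with the sPLS-DA genes, was lower in 6 of 6 KI-treated animals than the median of the controls.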

Certain biological processes (ochre coloured hexagons), including the AKT, Notch and Jnk pathways, may be less active as the expression of *lat2*, *arl4d*, *taok2* and *eef1a2*, respectively, was reduced (Fig. 3C). In contrast, the genes *sp1* and *glrx2* were up-regulated which may result in decreased apoptosis as Glrx2 has a direct negative effect on apoptosis, while Sp1 traps P53 into a complex that prevents P53 from activating the apoptosis pathway (Fig. 3C).

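Sp1 was 1.99 ± 0.13 (SD, n = 6) in the KI-treated group and 2.18 ± 0.18 (SD, n = 7) in the control group on its brightest probe, a log2 fold change of -0.19 (standard error 0.11, exact permutation p = 0.0524). The other Sp1 probe had a log2 fold change of 0.93, in the opposite direction. Glrx2 was 1.39 ± 0.18 (SD, n = 6) against 1.27 ± 0.17 (SD, n = 7). Its log2 fold change was 0.13 (standard error 0.11, exact permutation p = 0.213), and its other probes had 0.51 and -0.20. The adjusted p over all probes tested in limma was 0.439 for Sp1 and 0.575 for Glrx2.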

### Network inference for the cortex upon repetitive KI treatment

For the cortex, we applied the same strategy. Transcriptomics showed 94 DE genes between KI-treated and control groups, and these genes were associated with biological functions including ATP-, DNA- and RNA-binding, transcription, neurogenesis, and association with the membrane (Fig. 2B).

The inferred network (Fig. 4A) showed one highly connected network that is scale-free: few nodes that have many connections (hubs) and there are many nodes with a few connections indicating this network is not a random network^16^. The hubs in this network corresponded to the genes *hist3h2ba, ralgapa1, pik3ca and chmp4bl1*, which are involved in DNA binding, GTPase activation, ATP binding, and vacuolar transport, respectively (Supplementary Table 3). The genes *elavl2, gtpbp4, hmg1l1* (strong homology with hmgb1)*, hsp90aa1*, *katnal1, swi5,* and the predicted gene *cdkl5* were selected by sPLS-DA as strong contributors to differentiate between the control and the treated group and were all under-expressed in the KI group (Fig. 4B). They were associated with nucleotide binding, GTPase activity, DNA-binding, neurogenesis, ATP-binding, DNA repair (Supplementary Table 3).

**Figure 4:**
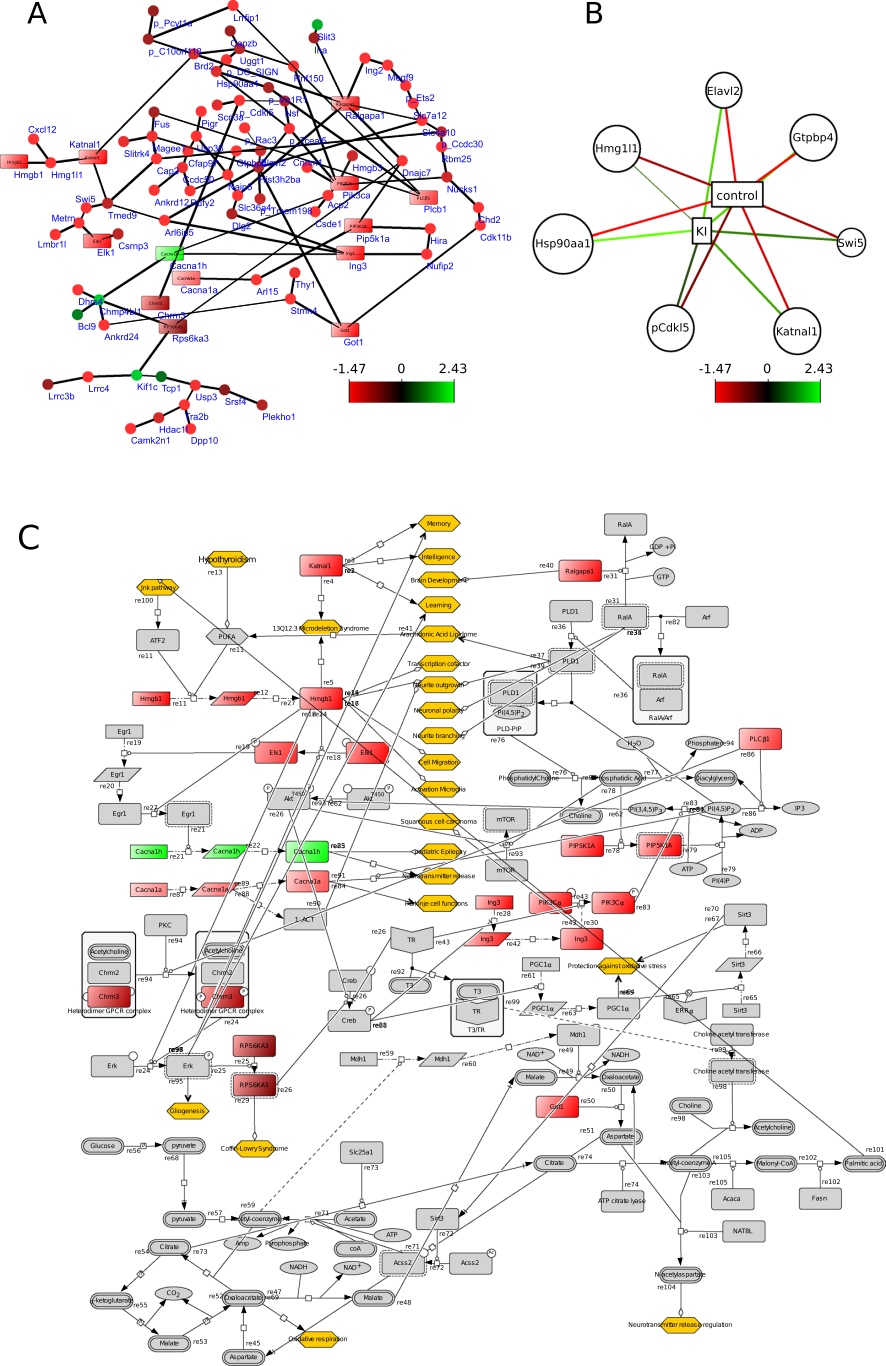
Selected diagrams showing correlations between genes from the cortex. The colour of the nodes indicates up or down regulation. Ochre coloured hexagons show phenotypes/biological processes modulated by the network. (**A**) shows a undirected network of DE genes using Bayesian simultaneous-equation model with global–local shrinkage^53^. The nodes (closed circles and squares) represent genes and edges represent correlation between genes. The square nodes are genes that can be found in the process descriptive network as well (**C**). (**B**) shows the results of sPLS-DA: genes that contribute most to either the control group or the KI exposed group, respectively. These genes will be used as a starting point for constructing the PD network (**C**). (**C**) shows a process descriptive network that represents molecular mechanism^14^. Squares that are colour coded shows the fold changes of DE genes. The grey boxes are molecules obtained from published articles. All edges have been previously described in the literature.

The PD network was constructed from the network inferred from Bayesian statistics and the genes identified by sPLS-DA. The PD network from the cortex contained 130 chemical species including genes, proteins, RNA, anti-sense RNA molecules and 92 edges/biochemical reactions that were annotated within the “reaction notes” (Fig. 4C). The network was based on 44 unique articles retrieved from PubMed. The PD network displayed genes and their corresponding protein (coloured-code boxes) associated with biological functions including ATP- and DNA-binding, transcription, neurogenesis, as well as cellular locations such as cell membrane, mitochondrion (Fig. 4A). The grey-coloured genes and proteins were retrieved from the literature and together with the DE genes and their gene products they formed a biochemical reaction network that represented molecular mechanisms in the cortex. Gene expression data was applied to this network (colour coded genes and their products) which allowed better understanding the effect of KI on gene expression in the network. Certain DE genes including *katnal1*, *hmgb1*, *cacna1a* and *ralgapa1* modulate the biological processes (Ochre coloured hexagons) associated with memory, intelligence, learning, neurite outgrowth and branching, transmitter release and brain development (Fig. 4C). Both hmg1l1 and katnal1 were identified as strong contributors to discriminate control and treated groups.

### Between-organ integrative network: thyroid and cortex upon repetitive KI administration

It was previously shown that thyroid hormones are crucial for brain development^17^. Here, we assessed whether gene expression profiles of the two organs (thyroid and cortex) were correlated, by applying Bayesian statistics using ShrinkNet, and DIABLO framework using mixOmics. The ShrinkNet inferred network showed both “between” and “within” organs correlations (Fig. 5A) and the inferred network obtained by DIABLO connected the selected genes in both organs which maximize the “between-organ” transcriptomic expression correlation (Fig. 5B).

**Figure 5:**
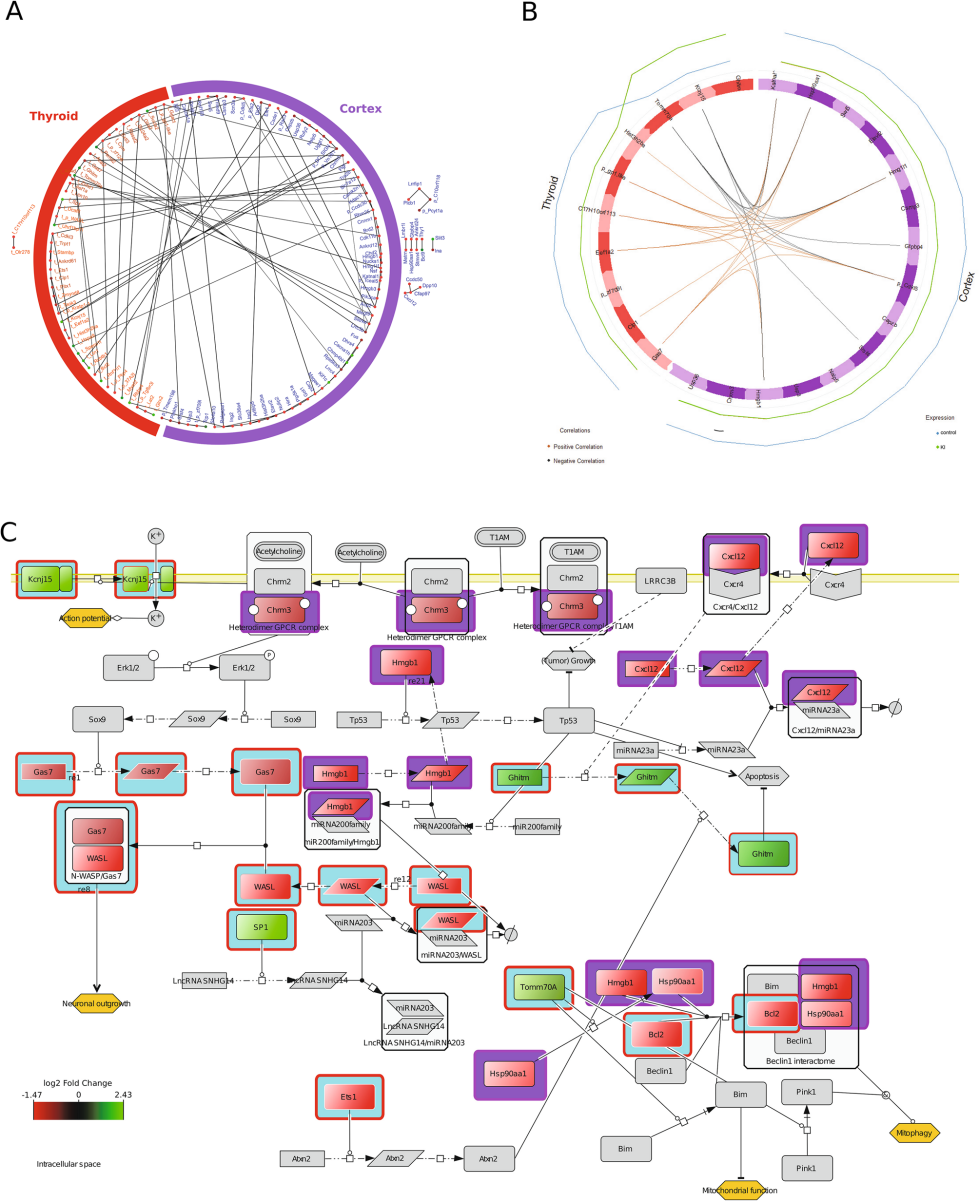
Different networks showing interaction between DE genes from both thyroid and cortex. (**A**) shows a ShrinkNet network of DE genes obtained from thyroid and cortex respectively. There are edges that show correlation between expression of genes within the same organ (thyroid or cortex), as well as edges showing correlation between genes from both organs. In addition, there are genes present from one organ that either do not have edges to genes of the other organ or do not have edges to genes that have edges to genes of the other organ (nodes that are outside the circle). (**B**); The DIABLO inferred gene network is represented as a circle where the red part of the circle represents the thyroid with genes that contribute strongly to the separation of the control group and the KI exposed group. The purple part of the circle represents the cortex with genes that contribute strongly to the separation of the KI group and the control group. The edges show correlation (with a cut-off of r = 0.82) between genes that can be either negative (black colour) or positive (orange colour). These genes can be used as a starting point for creating the PD network (**C**). (**C**); A process descriptive network shows DE genes that are obtained from the thyroid (light blue background) and cortex (purple background), respectively. The information about the interaction between these genes and their corresponding proteins and the interaction with other molecules is obtained from published articles. This figure demonstrates molecular mechanisms between genes from two different organs that impact neuronal outgrowth, and action potential in neurons and mitochondrial function and mitophagy (Ochre coloured hexagons) within the cell.

To “validate” the results of the ShrinkNet and DIABLO frameworks, a PD network was constructed (Fig. 5C). One process that was of particular interest was the activation of the Chrm2/3 complex by acetylcholine that led to activation of the ERK transcription factor (TF) which in turns increased transcription of *Sox9*. The Sox9 TF induced the transcription of *gas7* and the GAS7 protein, associated with the WASL protein (complex), affected the neuronal outgrowth. 

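In the thyroid, Wasl was 2.09 ± 0.12 (SD, n = 6) in the KI-treated group and 2.24 ± 0.24 (SD, n = 7) in the control group. The log2 fold change was -0.14 (standard error 0.12) and the groups were not distinguishable (exact permutation p = 0.235). The published list holds LOC103692269, which the paper's supplementary table annotates with Wiskott-Aldrich Syndrome. That probe was 1.42 ± 0.12 (SD, n = 6) against 2.11 ± 0.48 (SD, n = 7), a log2 fold change of -0.69 (standard error 0.19, exact permutation p = 0.00233). In limma the adjusted p over all probes tested was 0.561 for Wasl and 0.353 for LOC103692269.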

The gene *chrm3* and the genes *gas7* and *wasl* were differentially expressed in cortex and thyroid, respectively. In addition, the genes *tomm70a, bcl2¸*and *hsp90aa1, hmgb1* from thyroid and cortex, respectively, were implicated in mitochondrial function and mitophagy.

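Bcl2 was 1.24 ± 0.29 (SD, n = 6) in the thyroids of the KI-treated group and 1.79 ± 0.12 (SD, n = 7) in those of the control group. The log2 fold change was -0.55 (standard error 0.13, exact permutation p = 0.00117), with an adjusted p of 0.342 in limma over all probes tested.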

## Discussion

The Fukushima disaster with repetitive atmospheric releases of radionuclides has revealed the limitation of a strategy based on a single ITB administration, which may not be sufficient to protect the thyroid. Repetitive or multiple doses of ITB have been shown to protect against prolonged exposure of ^131^I in adults^18^. However, for groups at higher risk *i.e.* pregnant women and unborn children, a negative impact may be expected such as hypothyroidism and related CNS impairment, decrease in TSH and T4, as well as a change in behaviour^8–12^. The molecular mechanisms that drive these AO are currently unknown and need further investigation to propose adapted/optimised KI prophylaxis. The application of systems biology may provide additional insights on the effect of KI and may be able to identify associated molecular mechanisms^19–21^.

In this study, we focussed on the thyroid and cortex as these organs are the major target organs of (ITB-induced) hypothyroidism in the mother during embryonal development of the progeny^22,23^. Indeed, for both cortex and thyroid, distinct gene expression profiles between the control and KI-treated groups were observed even at 51 days after birth, while in adult rat no difference in gene expression between the control and KI-treated groups have been observed^6^. 

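Over the 25717 thyroid probes tested, the difference between the KI-treated and the control group made up 13.4% of the variance between the 13 animals, where random groups of 6 and 7 are expected to give 8.33%. Of all splits of the animals into groups of these sizes, 63 gave a share as large (exact one-sided permutation test, p = 0.0367). With the probes well above background on all 13 arrays the share was 14.9% (exact one-sided permutation test, p = 0.0396). Without any 1 of the KI-treated animals, or without control 4 or control 7, the share was no longer past the 0.05 threshold, with the largest p of 0.12 in the exact permutation test without KI 1. From the profiles of both organs the paper proposes that KI disturbed the development of the foetus.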

We hypothesized that the observed late gene expression profile (Fig. 2) is a result of KI-disturbed foetal development. Actually, it was previously shown that ITB treatment in the mother during pregnancy could affect the progeny^24–27^.

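Among the thyroid genes linked to transcription and DNA binding, Pitx1 was -0.30 ± 0.13 (SD, n = 6) in the KI-treated group and 0.23 ± 0.29 (SD, n = 7) in the control group. Its log2 fold change was -0.54 (standard error 0.14, exact permutation p = 0.00175), against -0.06 at a dimmer probe. The log2 fold change of Ets1 was -0.04 with a standard error of 0.18 (exact permutation p = 0.823). It turned positive after quantile normalization (0.08) and with array weights (0.12), and the other Ets1 probe had -0.65. Hist3h2ba had a log2 fold change of -0.15 (standard error 0.17, exact permutation p = 0.371) on its brightest probe and -0.94 on the other. Of 10 genes listed as membrane components, 8 were under-expressed and 2 (Kcnj15 and Ghitm) over-expressed. Besides Kcnj15, Lat2 and Bcl2, the largest change was that of Slc24a2, with a log2 fold change of -0.77 (standard error 0.14, exact permutation p = 0.00117). Stambp had -0.62, Olr278 and Glra2 -0.57 each, Gabbr1 -0.33 and Ghitm 0.34, with exact permutation p-values between 0.00117 and 0.0175. The second Gabbr1 probe had 0.00. Extl3 had -0.19 (standard error 0.16), within the spread between animals (exact permutation p = 0.318), and -0.63 at its second probe. The adjusted p-values of all these genes in limma over all probes tested were 0.342 or higher. With array weights Kcnj15, Slc24a2 and Olr278 passed the 0.05 threshold, as did the dimmer probes of Glra2 and Extl3.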

The gene expression profile for the cortex has shown that DE genes are associated with DNA binding (*hmgb1, hmgb3, hmg1l1, ing2, csde1, lrrfip1, hist3h2ba*), transcription (*brd2, ing3, elk1, hdac1l, lrrfip1*), and neurogenesis (*ina, metrn, slit3*)*.* In the thyroid, DE genes are associated with transcription (*sp1, ets1, pitx1*), DNA binding (*sp1, ets1, hist3h2ba, pitx1*), as membrane components (*stambp, olr278, kcnj15, extl3, lat2, ghitm, slc24a2, bcl2, glra2, gabbr1*)*.* However, some DE genes, identified in the above functional groups, are critical for brain development^28–31^. In order to understand how the above listed genes are interconnected, and to identify the cellular processes that may be deregulated during ITB treatment, a network construction based on DE genes was performed. Indeed, network construction is a well-established method to asses patho-physiology^32^ and can provide new insights in the etiology of diseases^21^.

We took advantage of different methods for inferring a network, *i.e.* Bayesian statistics (ShrinkNet) and sPLS-DA/Diablo. Although these networks are undirected (no causal relationship), the topology of the networks may provide information on how robust the cellular processes may be. For the thyroid, the four sub-networks may represent four different biological processes that may contribute to the same dysfunction. In contrast, the network of the cortex showed one main network with few hubs (nodes with many connections). Hubs are essential nodes and targeting these nodes impacts the network significantly while non-hub nodes are less important and mutations of those nodes have less impact on the network^16^. Due to its complexity (many more connections compared to the thyroid network), it is more difficult to find genes that may lead to synthetic lethality^33^ and therefore the cortex network is more robust against deregulation of homeostasis than the thyroid one. Because the thyroid network is less robust, it is easier to modulate this network, *i.e.* a low-dosage KI may have a major impact on thyroid hormone synthesis, which may have in turn a major effect on the development of the cortex during embryonal development^34^.

The obtained networks showed connections between genes in terms of statistical correlations and thus did not show causal effect on the surrounding genes, the PD networks allowed a plausible and biochemical interpretation, hence providing a more mechanistic view compared to the inferred networks. The PD network of the thyroid suggested that the DE genes may affect apoptosis, although it is not clear if this is either positive or negative, since Tp53 (apoptosis activator) is inhibited by the DE genes *pitx1, rbpp4 and sp1*. On the other hand, KI treatment inhibited the PI3K/AKT pathway and *bcl2,* which are known as apoptosis inhibitors^35,36^. 

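Rbbp4 was 4.41 ± 0.10 (SD, n = 6) in the KI-treated group and 4.52 ± 0.43 (SD, n = 7) in the control group on its brightest probe. The log2 fold change of -0.12 was smaller than its standard error of 0.18 (exact permutation p = 0.529) and turned positive after quantile normalization (0.02) and with array weights (0.12). The 3 other Rbbp4 probes, all well above background on the 13 arrays, had log2 fold changes of 0.89, 0.95 and 1.17.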

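The single Bcl2 probe was lower in 6 of 6 KI-treated animals than the median of the control animals. Its log2 fold change stayed between -0.59 and -0.46 over the processing alternatives and between -0.62 and -0.47 with each animal left out in turn.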

The PD network suggests that apoptosis is a target of repetitive ITB; KI-induced hypothyroidism can activate apoptosis through *bcl2*^37^*.* This result was unexpected after the initial gene profiling approach since no apoptotic function arose among the listed cellular processes. It has been demonstrated before that the excess of KI induced the activation of the molecular mechanisms associated with apoptosis^38,39^. Furthermore, AKT was found to be critical in the development of the brain upon iodine deficiency-induced hypothyroidism^40^.

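A list of 20 apoptosis genes was fixed before the data were examined, with members from Fig. 3C and Fig. 5C, and 18 of them were tested. As a set they showed no shift in one direction between the KI-treated and the control group (adjusted p over the 10 gene lists tested of 0.64 by limma's camera and 0.97 by fry, two-sided). Their log2 fold changes had a median of -0.01 and a mean of 0.05, which differ in sign. The list holds genes that promote apoptosis and genes that oppose it, so these tests decide nothing about members that change in both directions. Adjusted over the list alone, Bcl2 and Apaf1 passed the 0.05 threshold in limma, each with 0.0115, and both were under-expressed. For Bcl2 this is not independent evidence, because it entered the list from Fig. 3C and was selected in the paper on the same animals. The next 3 members were over-expressed by log2 fold changes of 0.50 to 0.81 and had 0.0705 to 0.081. Apaf1 was -0.50 ± 0.12 (SD, n = 6) in the KI-treated group and -0.01 ± 0.23 (SD, n = 7) in the control group, with control 6 far above the other controls. Its log2 fold change was -0.49 (standard error 0.12, exact permutation p = 0.00117).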

In the cortex PD network, the genes *hmgb1* and *katnal1* have many direct arches with phenotypes that are associated with memory, learning, brain development, etc. These direct connections have been described before, however, the exact mechanisms behind these observations are still unknown. In addition, the up-regulated gene *cacna1h* is involved in childhood absence epilepsy^41^, the down-regulated gene *cacna1a* is involved in the activation of muscarinic M1-class receptors and neurite outgrowth^42,43^, and the down-regulated *got1* gene may negatively impact the synthesis of acetylcholine and therefore affect neuronal communication^44^. The PD diagram shows putative mechanisms on how these DE genes, especially *katnal1* and *hmgb1*, may impact brain development and its function upon ITB treatment of pregnant rats. Indeed, Lebsir and colleagues have shown that multiple administration of KI during pregnancy led to alterations of behaviour in the progeny of rats^8,13^.

Thyroid and cortex developments are connected during foetal development. Repetitive ITB administration occurring during this period leads to a joined impact on these two organs. This motivated us to connect the DE genes from both the cortex and the thyroid into one network, which suggests (i) cortex to thyroid connection through *chrm3* and *gas7* that induces neuronal outgrowth^45–47^; (ii) thyroid to cortex connection through *tomm70a* which orchestrates a multi-meric protein complex formation that drives apoptosis/mitophagy (Fig. 6). Connection (i) is associated with acetylcholine and neurite outgrowth. This is in accordance with our hypothesis and other studies^13,48–50^ that transient hypothyroidism impacts acetylcholine pathway and the apoptotic pathway. Connection (ii) is associated with neurodegenerative diseases including Alzheimer and Parkinson^51^.

**Figure 6:**
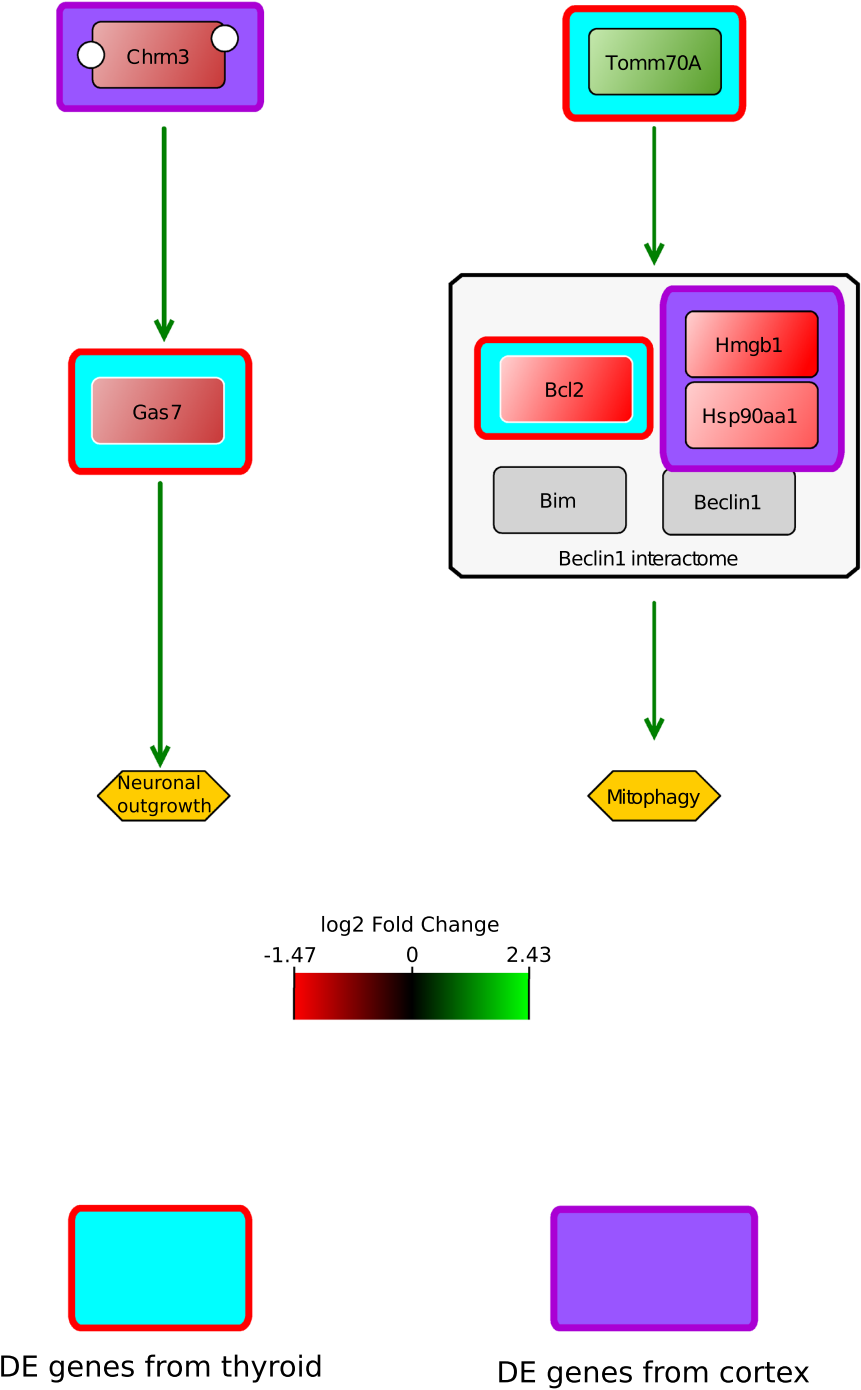
A simplified diagram derived from Fig. 5 showing the positive effect of DE genes that have been identified using the sPLS-DA/DIABLO platform on neuronal outgrowth or mitophagy. Their effect is based on based on their involvement in the biochemical reaction network (PD diagram, Fig. 5). The gene expression is colour coded and added to the genes. In case of the genes *chrm3* and *gas7*, both are under-expressed and this may result in diminished neuronal outgrowth as during homeostatic conditions both genes have an activating effect on neuronal outgrowth. The gene *tomm70a* is over-expressed and this gene has a positive effect on the formations of the Beclin1 interactome which may have an activating effect on mitophagy during homeostatic conditions. However, three DE genes are under-expressed and this may result in no interactome formation. Alternatively, *tomm70a* is over-expressed to compensate for the loss of the Beclin1 interactome.

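The array holds 6 probes of Tomm70a. On the 4 that were well above background on all 13 thyroid arrays, the log2 fold changes were -0.10, -0.06, -0.04 and 0.31. The brightest, with -0.06, turned positive with quantile normalization (0.04), with the deposited values (0.02), with array weights (0.07) and without control 4 (0.01), in each case by less than its standard error of 0.13.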

These directed biochemical reactions contrast with the non-directed statistical inferred networks by improving the mechanistic understanding of the integrated response to repetitive ITB. Indeed, the statistical inferred Bayesian and Diablo networks are by nature dedicated to highlight correlations and not causalities. Furthermore, these networks are undirected networks solely based on gene expression.

In contrast to the previous networks, the PD diagram shows a directed network suggesting a putative mechanism based on empirical data. Indeed, the different components of this network are extracted from publications, available on PubMed, that support interactions between the unmeasured molecules from both organs and the candidate genes provided by the statistical analyses.

This study demonstrates the dimensional reduction of the data obtained by the proposed approach: starting from large-scale of measured genes in thyroid and cortex towards a reduced number of candidates potentially involved in the interconnection between cortex and thyroid (Fig. 5). However, these results play only a part in a more complex physiological process including endocrinology, metabolism, etc.

### Final conclusion

Our vigorous work flow is to our knowledge the first that combines advanced statistical network inference approaches with biochemical network validation which establishes a thyroid/cortex integrated molecular mechanism between acetylcholine pathway, neurogenesis, and mitophagy in a repetitive ITB in utero framework. In addition, the intra-organ PD networks show the implication of apoptosis and acetylcholine synthesis in the thyroid and cortex, respectively. This study may provide new insights for improvement in the management of adverse effect of ITB for the protection of the foetuses.

## Materials and methods

### Protocol experiments

Animals were housed at the IRSN animal facilities that have been accredited by the French Ministry of Agriculture to perform experiments on rodents. Animal experiments were conducted in compliance with the French and European regulations for the protection of animals used for scientific purposes (EC Directive 2010/63/EU and French Decree 2013–118). All experimental procedures were approved by the Animal Care Committee of the institute of radioprotection and nuclear safety, and complied with the French regulation for animal experimentation (Ministry of agriculture Act No.87-848, October 19th 1987, modified May 20th 2001; APAFIS#10827-2017073121562679 v2).

The 0.9% NaCl (pH 7.4) and KI (1 mg/kg) solutions were prepared and kindly provided by the Central Pharmacy of Armed forces (Orleans, France).

The experimental procedure was performed as described before^8^. In short, the study included sixteen pregnant Wistar rats (at third day of gestation) that were provided by Charles River at (Charles River laboratories, L’arbresle, France), divided into control group receiving 0.9% NaCl solution, and treated group receiving 1 mg/kg KI for eight days beginning at the ninth gestational day until the 16^th^ gestational day. Both solutions were administered by gavage. The rats were housed individually upon arrival and allowed to recover from transportation until the 9^th^ gestational day. Rats were kept in regular light/dark schedule (12 h/12 h), at 21 ± 2 °C and 50 ± 10% humidity. Food 0.3 mg I/kg of pellet (A04-10 SAFE, Augy, France) and water were freely accessible. After the birth and the weaning, male pups were separated from their mothers; after that, they were divided into control progeny that are not exposed in utero to KI, and treated progeny, exposed in utero to KI; each group included thirteen animals.

Thirty days after the weaning, thyroid and cerebral cortex from the progeny were collected and instantly deep-frozen in liquid nitrogen and then stored at -80 °C until use.

### RNA extraction and quality control

Total RNA was extracted from both tissues, thyroid and cortex respectively, using mirVana™ Isolation Kit (ThermoFisher Scientific, France) according to the manufacturer’s protocol.

RNA quality control was performed using the kit RNA 6000 nano (Agilent Technologies, Waldbronn, Germany) on an Agilent 2100 Bioanalyzer System (Agilent Technologies, Waldbronn, Germany). Quality of RNA was defined by a 260/280 absorbance ratio > 1.8; a 260/230 ratio > 1.5 and a RIN value > 7.5 were desired.

### Transcriptomics

Transcriptomics on thyroid and cortex was routinely performed by CRIBIOM (Marseille, France) using the One-colour Microarray-Based gene expression analysis, according to the low input Quick Amp labelling version 6.9.1 protocol (Agilent Technologies, Waldbronn, Germany). An amount of 100 ng of total RNA was hybridised with Cy-3 and subsequently hybridised on microarrays (SurePrint G3 8 × 60 K, Agilent). The raw fluorescence signals were scanned with DNA Microarray Scanner SureSelect (Agilent Technologies, Waldbronn, Germany) and analysed with the R-package Limma^52^.

### Network inference

The Gene network inference was performed using the R-package Shrinknet v1.0 with parameters suggested by the authors^53^ using expression data obtained from transcriptomics. ShrinkNet calculates the interaction (edges) between genes/nodes^53^ and a set of edges defines the topology of a network which may generate useful hypothesis about the adverse effect of repetitive ITB. Only edges with an FDR lower than 0.05 were kept to construct the network.

### sPLS-DA and DIABLO framework

Besides the previous gene network inference approach, a supervised multivariate analysis was conducted by means of the R package mixOmics (version 6.6.1) in R studio^54^ to specifically target inter-group differences (KI and Controls). Two sparse partial least square discriminant analysis (sPLS-DA) allows the selection of the most predictive or discriminative features in the data to classify the samples accordingly^55^. sPLS-DA helps to prioritise genes of interest for the construction of the PD network.

Firstly, sPLS-DA models were conducted separately on cortex and thyroid transcriptomics’ result. After this intra-organ analysis, an inter-organ transcriptomics integration was conducted via the DIABLO framework^56^. DIABLO constructs components across the cortex and thyroid transcriptomics matrices, maximizing their covariance given a control or KI treatment group as a response variable. These components are defined as linear combinations of transcriptomics variables and a L1 penalization ensures their sparsity. In all the analyses (inter and intra organ), To establish the model parameters including the number of components and the number of features per component the Leave-One-Out Cross validation method was used.

The results were carried out in order to obtain a relevance network (Correlation threshold = 0.82) using the “network” command and permits the selected features representation and highlight positive or negative association in the within/between organ connections.

The cytoscape software^57^ v.3.420 was used to visualize the networks obtained by all the network inference approaches (Shrinknet, sPLS-DA and DIABLO).

### PD Network construction

The manual construction of a biochemical reaction network commenced from the collection of common genes, highlighted simultaneously by the methods described in the network inference section above (Shrinknet, sPLS-DA and DIABLO), assuming that it constitutes the most robust significant gene candidates. The construction of the PD networks was performed as described before^58^; to enrich the inferred networks with relevant information from scientific articles, articles were retrieved from the PubMed database using the molecule(s) of interest as key word(s), *e.g.* “gene A” was used as a query or the combination either “thyroid” or “cortex”, respectively, and “gene A” was used as query. “Gene B” was used as separate query either in combination with key words or not. No data-mining tools were used. The CellDesigner software (version 4.4)^59^ was used to represent molecular biological mechanisms, derived from the literature, resulting in a structured network representation (PD diagram) compliant with Systems Biology Markup Language (SBML) level 2 that is suitable for further computational analysis^60^. Each reaction has been annotated in the “reaction note” at least once with a corresponding scientific article. The CellDesigner’s graphical notation^61^ can be converted into the Systems Biology Graphical Notation (SBGN) standard^62^ by using the CellDesigner’s internal convertor. For each PD diagram, the CellDesigner software creates an xml-file that can be retrieved from the supplementary material section. In addition, a svg-file format from a PD network can be downloaded instead which can be opened by any internet browser and the diagram can viewed with different zoom levels. These files are available from the supplementary material section as well.

### Colouring molecules in the PD network according to gene expression

The genes that are differentially regulated (transcriptomic analysis) and are present in the PD network can be coloured according to their log2 FC values by using the Cytoscape plugin BiNoM^63^ with Cytoscape v2.8. With the BiNoM plugin the CellDesigner file can be imported into the Cytoscape environment and colours can be assigned to genes and proteins according to their fold change.

## Supplementary information

Supplementary file1 (SVG 152 kb)

Supplementary file2 (SVG 470 kb)

Supplementary file3 (SVG 227 kb)

Supplementary file4

Supplementary file5

Supplementary file6

## Data Availability

The datasets generated during and/or analysed during the current study are available in the Gene Expression Omnibus repository, accession number GSE148281, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148281.

How the deposited data were processed for this re-analysis (not part of the article)

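RNA from the thyroids of 13 male rats, 6 of the KI-treated group and 7 of the control group, was measured on one-colour Agilent arrays of 62976 features each. The arrays of the cortex were not analysed here. Each array was taken to be 1 animal, and groups and replicate numbers were taken from the sample labels, which match the columns of Fig. 2A. The paper's text does not name the litters, so the animals were treated as independent although littermates share a mother and her treatment.

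The authors deposited 1 scanner file per array, in which Agilent Feature Extraction (version 10.7.3.1) gives the fluorescence intensity of each spot after background subtraction and detrending, with low values replaced by a surrogate and no normalization between arrays. The authors also deposited a table of log2 values of the same arrays. Compared with the scanner files, these log2 values follow the rank of the median spot signal without background subtraction, and their quantiles are nearly equal between arrays, but the paper's text does not name the method. They were used as an alternative only. Low intensities depend on the background subtraction and were taken to be uncertain, so probes were filtered on the software's own flag for spots well above background. How this uncertainty compares with other limits of the files was not tested. Between 34840 and 41050 of the 58717 gene spots per array carried that flag. No gene spot was saturated, and no table held columns of other samples (0 columns).

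From the scanner files, log2 of the processed signal minus the array's 75th percentile was computed. Control spots and outlier-flagged spots were left out and the spots of one probe were averaged, which gave 45598 probes. The 25717 probes well above background on at least 6 arrays, the size of the smaller group, were tested with limma (version 3.58.1 in R 4.3.3) using lmFit and eBayes with Benjamini-Hochberg adjustment and a threshold of 0.05. Of the tested probes, 67 lacked a value on some array and were left out where complete values were needed. The test was checked on simulated arrays with 200 of 25650 probes changed by known amounts, of which it recovered 65.5% at a log2 change of 1. The simulated noise was independent between probes and equal between arrays, so this rate may not hold for the real arrays.

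Single genes were also tested with an exact two-sided permutation test of the difference in means over all splits of the arrays into 6 and 7. The genes named are every thyroid gene that the text names, the published genes whose direction differs here, the 10 probes with the smallest p, and the strongest members of the gene lists and those past 0.05 over their list alone. This rule was fixed before the data were examined, and a gene with several probes was represented by the brightest. The members of the paper's table of functions and the markers discussed with single arrays were named outside this rule, and not every gene that the rule selects is described. Gene sets were tested with limma's camera at a preset correlation of 0.01, with fry beside it. The sets were 20 thyroid function genes, 20 apoptosis genes and markers of skeletal muscle, lymphocytes, adipocytes, blood, cartilage, nerve, parathyroid and C cells. One gene of the lists had no probe. sPLS-DA was run with mixOmics (version 6.26.0, a later one than the paper's). Correlated gene pairs were tested with 100000 permutations in Python 3.11.15 with numpy 2.4.6. ShrinkNet was not run, so its network was not rebuilt, and the DAVID query was not repeated.

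Alternatives fixed before the data were examined were quantile normalization, normexp background correction (offset 50) with quantile or 75th percentile scaling, the deposited log2 values, no filter or a filter on all 13 arrays, slide or scan session as a block, the replicate number as a block, the t-test that the paper's results name, Storey's q-value, trended and robust variances, array weights, 1 probe per gene, and leaving out each array in turn. After the main result had been seen, 41 further fits were run in a search scored by the closeness of their fold changes to the published table, using for each gene the spot nearest to the published value. The search also went through 378 subsets of the arrays under 5 normalizations, and some fits were added after the search had been judged complete. Fits with batch correction by ComBat and surrogate variables were tried in the same search and were not recomputed. No main result was taken from this search, and its fits are reported as alternatives only.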

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

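The tests of lymphocyte and muscle markers within single arrays, the test of whether the muscle markers move together and the test of parathyroid genes beside Gcm2 were chosen only after the values were seen. In all, 108 groups of arrays were examined for 1 array far from the others by Dixon's test, and 7 exceeded the critical value, where chance alone gives about 5.4.

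In the KI-treated group, KI 1 lay far above the other arrays in Cd3g (2.96, against -5.46 to -4.28) and in the mean of the 6 lymphocyte markers (-1.84, against -5.12 to -4.36). In the control group, control 4 lay above the others in the same mean (-3.45, against -4.68 to -4.22). Lymphoid tissue dissected with the thyroid would raise lymphocyte genes together, and at least 5 of the 6 were to be highest in the array concerned. In KI 1 it was 4, namely Cd3e, Cd3g, Lck and Ptprc, and among the controls it was 2 in control 4, Cd79b and Ptprc. By that rule, which was itself written after the outlying means were seen, neither array would count as holding lymphoid tissue, and the rule was set aside after its result was seen. Cd79b, which stayed low in KI 1, was well above background on 2 of 13 arrays, so its low value excludes little. This reading of single markers came after the values were seen. Lymphoid tissue in either sample, or an immune response in the animal, therefore cannot be told apart. No biological explanation was tested for these single arrays. Cd3g shows no difference between the groups that does not depend on KI 1, since its log2 fold change of 0.76 becomes -0.54 without that array.

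The mean of the 9 skeletal muscle markers was far higher in control 5 (4.37) than in the other controls (1.36 to 2.26), and 8 of the 9 markers were highest over the 13 arrays in control 5. Over both groups the markers were lower in the KI-treated group, by a median log2 fold change of -1.17 (adjusted p over the 10 lists of 0.0366 by camera), which the paper does not report. No single marker passed 0.05 adjusted over the list alone, and fry, which takes the correlation between the genes from the data, gave an adjusted p of 0.461. Within groups the markers rose and fell together, with a median correlation of 0.878 over the 36 pairs of markers and a lowest of 0.371, as differing amounts of muscle around the dissected thyroid would give. Of 100 drawn splits of the arrays, 35 gave as small a p by camera, so chance cannot be excluded for the difference between the groups. The same pattern would follow if muscle had been removed less completely from some control thyroids, which was not tested.

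Of the genes tested singly, 3 had a control array far from the other controls. Apaf1 was 0.48 in control 6 (others -0.25 to 0.02), Spag6 was -1.19 in control 1 (others -0.38 to -0.09), and LOC103690985 was -0.19 in control 2 (others 0.92 to 1.57). A spot near background would give such values at random, but 0 of these 3 probes was below the background limit on the array concerned. Differences between animals remain open, and no biological explanation was tested.

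Outside the genes that the paper discusses, 3 members of the lists passed 0.05 adjusted over their list alone, each in a list that did not pass as a set. Hbb and Alas2 were the only tested members of the blood list, and Gcm2, Pth and Casr those of the parathyroid list. Adjustment over such short lists is slight, and single members were not adjusted across the lists. Apaf1, of the apoptosis list, had a log2 fold change of -0.49 and lay below the control median in 6 of 6 KI-treated animals. Hbb, of the blood list, rose by 0.57 and was above the control median in 5 of 6. Gcm2, of the parathyroid list, rose by 1.09 and was above the control median in 6 of 6, but by 0.31 with normexp and the 75th percentile, and was well above background on 11 of the 13 arrays, while the camera p of its list was 0.397 (adjusted 0.662). None passed over all probes in limma (adjusted p of 0.342 for Apaf1, 0.359 for Hbb and 0.353 for Gcm2). More parathyroid tissue in the KI-treated samples would raise Pth and Casr as it raises Gcm2. Taken as a difference per animal, Pth fell short of Gcm2 by more than 2 standard errors in all 5 processings compared, by 1.33 (standard error 0.37) in the main one and by 0.522 (standard error 0.128) with normexp and the 75th percentile, and Casr did so except in the 2 normexp settings. This argues against more parathyroid tissue as the whole cause. The rule for this comparison was changed 2 times after its results were seen. A change of Gcm2 itself stays open and was not tested. Residual blood was not tested.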

How the results depend on the processing

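The 41 fits of the search described with the processing were chosen after the data were seen, and the other alternatives were not. The count of 0 probes past the threshold stayed at 0 under 14 of the 15 alternatives set beforehand that kept all arrays, with between 2356 and 5120 probes past 0.05 before adjustment. Array weights gave 50 probes, and 13 published genes past the threshold in place of 0. The lowest array weights were those of control 4 (0.168) and control 6 (0.252). With each array left out, 0 to 1 probes passed, the 1 being Spag6 without control 1 and LOC103690985 without control 2. The split of the unadjusted probes depended on the scaling, with 1469 higher and 1802 lower in the KI-treated group in the main setting, 1825 and 1455 with quantile normalization, 1905 and 1422 with normexp and quantile normalization, 1886 and 1359 with the deposited values, and 1166 and 3427 with normexp and the 75th percentile. The median log2 fold change over all probes tested was -0.0778 in the main setting and -0.101 with normexp and the 75th percentile. It was -0.0141 with quantile normalization, -0.0129 with normexp and quantile normalization and -0.00872 with the deposited values. Scaling to the 75th percentile thus left the probes as a whole lower in the KI-treated group, and the split followed that shift. Whether the shift is technical was not tested.

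In the search, 20 of the 41 fits gave calls among unaveraged spots. On the deposited values, these were 4895 after slide effects and 136 after scan session effects were subtracted beforehand, which leaves the test unaware of the subtraction. Robust regression gave 582 without a filter, 705 with the filter at 6 arrays and 580 with all 13. Array weights gave 2 at 6 arrays and 25 at all 13, with trended and robust variances 2 and 11, and with a random slide block 3 and 24. On quantile normalized median signals, robust regression gave 593, 638 and 521 under the same filters, and array weights gave 2 and 15, with trended and robust variances 4 and 12, and with a random slide block 6 and 22.

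Pairing by replicate number was also examined. The deviations of same-numbered arrays from their group means correlated between -0.109 and 0.071, so the numbers do not pair the animals. With the replicate block, 0 probes passed after adjustment and 2356 before it. Besides that, the direction of the neural list reversed under the replicate block (adjusted p 0.82).

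The share of variance between the groups was 13.3% with quantile normalization and 14.9% with the filter on all 13 arrays, both past 0.05, and 11.9% to 17.1% with each array left out, where 8 of 13 settings were no longer past it (p up to 0.12 in the exact permutation test). Fewer arrays give fewer splits, but the cause was not tested. With slide means subtracted it was 19.8%, for which no p is given, because the groups are nearly balanced within slides and the subtraction favours such splits. The leave-one-out errors of sPLS-DA were 2 with quantile normalization, 2 with 15 genes kept, a number chosen for its low error, 7 with all probes entered, and 0 to 5 with each array left out. With the genes chosen inside each round, quantile normalization gave 8 errors. The count of correlated gene pairs moved to 606 without subtracting group means, 19 with quantile normalization and 369 with slide means subtracted, which the permutations do not allow for, and was 29 to 59 with each array left out.

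The skeletal muscle list was no longer past the threshold with fry (adjusted p 0.461) or slide as a block (0.251), and ranged from 0.000237 to 0.267 with each array left out. The thyroid function and apoptosis lists did not pass in any setting, nor did the other tissue lists. For the apoptosis list, whose members go both ways, this decides nothing. Directions of lists near 0 reversed for adipocyte markers with slide as a block (adjusted p 0.838) and among the arrays left out (0.5681 to 0.99), for C cell markers (0.549 to 0.99), for lymphocyte markers without KI 1 (range 0.374 to 0.708), and for neural markers (0.58 to 0.976).

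Of 44 genes examined singly, 39 kept their direction in every setting. Tomm70a became positive with quantile normalization (0.0389), normexp and quantile normalization (0.0474), deposited values (0.0233) and array weights (0.0705), with -0.103 to 0.0147 over the arrays left out. Ets1 gave 0.0836, 0.0833, 0.0659 and 0.121 under the same 4, with -0.125 to 0.0459 over the arrays left out. Rbbp4 gave 0.0177, 0.0144, 0.0176 and 0.122 under the same 4. Specc1l gave 0.00971 with quantile normalization and 0.0133 with the deposited values. The main values of Tomm70a and Ets1 were smaller in size than the median of -0.0778 over all probes tested, so their sign depends on the scaling. Cd3g was between -0.54, without KI 1, and 1.15. Array weights brought 12 of the 44 genes past the threshold. Of the 58 published genes, between 53 and 56 had the published direction, depending on the setting. Signal over background limits the dimmest probes most, and Wipf2 and LOC103693801 were well above background on 8 and 6 of the 13 arrays.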

Differences from the paper's values

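The paper's text gives 60 differentially expressed thyroid genes, and 0 probes passed the threshold here. Of the alternatives set beforehand, array weights gave 50 probes, within 1.5 times of the paper's number, and the others gave 0 or 1. Some fits of a search run after the values had been seen, scored against the published table with the nearest spot, also gave calls. In that search the deposited values filtered on all 13 arrays with array weights gave 25 calls, and the most published genes called was 47, among 4895 spots after slide effects had been subtracted. Robust regression in the same search called 25 to 31 of the published genes among 521 to 705 spots, and subtracting scan session effects called 10 among 136. Array weights called 13 published genes by their brightest probe and 15 by any probe. In the same search the smallest median difference from the published fold changes was 0.0078 over the fits and 0.0301 over array subsets.

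Of the 59 rows of the paper's table, 48 log2 fold changes had the same sign here and lay within 1 SD of the values here (the larger SD of the 2 groups), and 11 did not, 5 of them with the opposite sign. Rbbp4 has 2 rows in the paper's table, 1.15 and 1.23, against -0.12 here. The paper's value of Sp1 is 0.924, against -0.19 here, and that of Tomm70a 0.366, against -0.0574 here. The paper's value of Specc1l is 0.392, against -0.12 here. The paper's Ets1 value of -0.864 stands against -0.0435 here, its Extl3 value of -0.675 against -0.19, its Hist3h2ba value of -0.797 against -0.15, and its Glrx2 value of 0.48 against 0.13. These 8 genes differed under every alternative set before the data were examined. All of those alternatives kept the same probe of each gene, so they could not test the choice of probe. The paper's Glra2 value is -0.938, against -0.57 here, and did not differ under array weights, without KI 6 or without control 6. LOC102549007 is -0.466 in the paper, against -0.80 here, and did not differ under both normexp settings, with the deposited values, without KI 1 or without control 3. The values here are those of the brightest probe. Another probe, chosen after the values were seen for its nearness to the paper's, gave 1.17 for Rbbp4, 0.93 for Sp1, 0.31 for Tomm70a, 0.50 for Specc1l, -0.65 for Ets1, -0.63 for Extl3, -0.94 for Hist3h2ba, 0.51 for Glrx2 and -0.85 for Glra2.

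The paper names Taok2 as reduced, while Taok2 showed no reduction here, with a log2 fold change of 0.47 (standard error 0.33) that fell to 0.13 with normexp and the 75th percentile, and Taok3, which its figure and table hold, was lower (-0.44). The paper gives Sp1 and Tomm70a as over-expressed, while their brightest probes had -0.19 and -0.0574. It lists Wasl as differentially expressed, and Wasl had -0.14 here, with an adjusted p of 0.561 in limma. Of the 6 genes sPLS-DA selected in the paper, Kcnj15 was among the 6 selected here, where each gene entered with its brightest probe only.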

Other observations

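The tests of background and scan session for control 4 and control 6, the tests of searched settings and the number of splits for robust regression were chosen only after results had been seen. The other splits of the arrays were planned.

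Random splits of the 13 arrays into 6 and 7 were drawn 100 times, the real split included. A count of 0 probes past the adjusted threshold is reached by any split by definition, so the splits are no test of it. It carries no evidence against chance. The 3271 probes past the unadjusted threshold were reached by 4 of the 100 splits, a share that so few drawn splits leave imprecise. The share of variance between the groups was reached by 63 of all splits (p = 0.0367 in the exact permutation test). With all arrays, and if the animals are independent, that p lies under 0.05. Both values describe the same difference between the groups and are not separate evidence. Littermates were not identified, and the share was no longer past 0.05 in 8 of the 13 settings with 1 array left out (p up to 0.12 in the exact permutation test). The 5 errors of sPLS-DA with the genes chosen inside each round were reached by 31 of the 100 splits, so chance cannot be excluded there.

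The 50 calls with array weights were reached by 4 of the 100 splits, 14 of which gave calls, up to 343. Settings found in the search were tested in the same way. The 25 calls of the deposited values with array weights and the filter on all 13 arrays were reached by 3 of the 100 splits, of which 12 gave calls, up to 458. The 705 calls of robust regression with the filter at 6 arrays were reached by 3 of 80 splits, of which 70 gave calls, up to 2639. Earlier draws of other sizes had been seen before 80 was fixed as the most that could be run. These settings were picked in a search for calls, so such counts do not exclude chance for them. The 4895 calls after slide effects had been subtracted were reached by 48 of the 100 splits, and all 100 gave calls, with a median of 4602 in the other splits. A subtraction of slide effects before testing therefore makes calls for arbitrary groups.

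When the mean of the skeletal muscle markers was regressed out of every probe, the share of variance between the groups was 11.5% and no longer past 0.05 (p = 0.139 in the exact permutation test). The marker mean was 1.08 ± 1.52 (SD, n = 6) in the KI-treated group and 2.21 ± 1.02 (SD, n = 7) in the control group. By the rule written before the test this result counts for muscle as the source. It was set to undecided after the value was seen, because regressing the mean out also removes difference between the groups, so muscle and KI treatment cannot be told apart as sources of the share.

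Control 4 and control 6 had the lowest median correlation with the other arrays, 0.959 and 0.968, where the other 11 arrays had 0.978 to 0.983. They also had the lowest median processed signals (81.1 and 66.9) and the lowest array weights. Fewer spots well above background is not the common reason, since control 4 ranked 6 of 13 from the fewest. Both were scanned in the first session, but the 2 KI-treated arrays of that session correlated with 0.978 and 0.981 with the others, and arrays of the other sessions with 0.979 to 0.983, which argues against the session as a whole. In 0 of the 8 marker lists did both arrays lie above the range of the others, which argues against another tissue of those 8 kinds in both. Other differences in the RNA or in the animals stay open, and no biological explanation was tested. Without control 4, 2384 probes passed 0.05 before adjustment, and without control 6 it was 2619.

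A list of 20 thyroid function genes was written before the data were examined, because the paper's hypothesis is transient hypothyroidism. As a set its 19 tested members tended downward, with a median log2 fold change of -0.17 and an adjusted p of 0.363 by camera and 0.415 by fry, neither past 0.05. The blood list rose by a median of 0.36 (adjusted p 0.238 by camera), the lymphocyte list by 0.35 (0.64) and the parathyroid list by 0.04 (0.662). The adipocyte list had a median of -0.24 (0.924), the C cell list -0.18 (0.818) and the cartilage list -0.17 (0.818). The neural list had a median of 0.06 and a mean of -0.07, which differ in sign (0.924). Several of these lists rest on few tested genes. These were Hbb and Alas2 for blood, Comp and Col2a1 for cartilage, and Cd3g, Lck and Ptprc for lymphocytes. They were Gcm2, Pth and Casr for parathyroid, Ret, Calca and Calcb for C cells, and Map2, Gap43 and Snap25 for the neural list. Parathyroid genes such as Pth were abundant in every array (6 and 7 animals), so the dissected tissue held parathyroid in both groups.

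Arrays of different groups on the same slide deviated from their group means with a median correlation of 0.085 over 7 pairs. The median was 0.0528 over 13 pairs of the same scan session and -0.0197 over 29 pairs of different sessions. The 13 pairs include the 7 of the same slide, so these values do not separate slide from session.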
